# *White Leaf and Panicle 2*, encoding a PEP-associated protein, is required for chloroplast biogenesis under heat stress in rice

**DOI:** 10.1093/jxb/erx332

**Published:** 2017-10-16

**Authors:** Yusong Lv, Gaoneng Shao, Jiehua Qiu, Guiai Jiao, Zhonghua Sheng, Lihong Xie, Yawen Wu, Shaoqing Tang, Xiangjin Wei, Peisong Hu

**Keywords:** chloroplast biogenesis, heat stress, PEP-associated protein, redox balance, rice, *White Leaf and Panicle 2*, *WLP2*

## Abstract

The plastid-encoded RNA polymerase (PEP) plays an important role in the transcription machinery of mature chloroplasts, yet details of its function remain elusive in rice. Here, we identified a novel PEP-associated protein (PAP), WLP2, based on its two allelic white leaf and panicle mutants, *wlp2s* and *wlp2w*. The two mutants were albino lethal at high temperatures and showed decreased chlorophyll accumulation, abnormal chloroplast ultrastructure, and attenuated photosynthetic activity. Map-based cloning suggested that *WLP2* encodes a putative pfkB-type carbohydrate kinase family protein, which is homologous to fructokinase-like 1 (AtFLN1) in Arabidopsis. *WLP2* is mainly expressed in green tissues and its protein localizes in chloroplasts. Expression levels of PEP-encoded genes, chloroplast development genes and photosynthesis-related genes were compromised in *wlp2* mutants, indicating that *WLP2* is essential for normal chloroplast biogenesis. Moreover, WLP2 and its paralog OsFLN2 can physically interact with thioredoxin OsTRXz to form a TRX-FLN regulatory module, which not only regulates transcription of the PEP-encoded genes but also maintains the redox balance in chloroplasts under heat stress. Furthermore, the *wlp2w* mutant gene represents a potential advantage in enhancing seed purity and high-throughput breeding. Our results strongly indicate that WLP2 protects chloroplast development from heat stress via a TRX-FLN regulatory module in rice.

## Introduction

Chloroplasts are specific organelles in higher plants that are responsible for photosynthesis and other important metabolic pathways. As a semi-autonomous organelle, each chloroplast contains ~100–250 genes, which encode proteins related to photosynthesis or the plastid gene transcription machinery (reviewed in Wicke *et al.*, 2011). Plastid genes in angiosperms are mainly transcribed by two types of RNA polymerases: the nuclear-encoded RNA polymerase (NEP) and the plastid-encoded RNA polymerase (PEP) (Börner *et al.*, 2015; Shiina *et al.*, 2005). NEP is predominantly responsible for the accurate transcription of plastid housekeeping genes, including PEP core subunits and genes involved in basic plastid functions. In contrast, PEP drives the mass production of photosynthetic gene transcripts necessary for generating fully active chloroplasts and is responsible for over 80% of all primary plastid transcripts in mature chloroplasts (Puthiyaveetil *et al.*, 2010; Zhelyazkova *et al.*, 2012). The PEP complex is composed of four plastid-encoded core subunits (rpoA, rpoB, rpoC1, and rpoC2) and several nuclear-encoded proteins, such as sigma factors and polymerase-associated proteins (PAPs). The rpo subunits generate the core complex, which is coated by additional proteins such as PAPs to build a larger chloroplast-specific PEP complex (Belbin *et al.*, 2016; Pfannschmidt *et al.*, 2015; Steiner *et al.*, 2011).

Previous investigations suggested that PAPs, which display potential functions such as DNA/RNA metabolism, PEP complex protection, and redox regulation, can affect the activity and integrity of the PEP complex to further regulate the chloroplast transcriptional machinery (Pfalz *et al.*, 2016; Pfannschmidt *et al.*, 2015). Studies on knockout mutants of PAP genes with white/ivory leaves, lower or missing PEP activity, and higher NEP activity have supported the notion that PAPs are indispensable for PEP-mediated transcription. Recently, at least 12 different PAPs have been identified in Arabidopsis (Pfalz *et al.*, 2006, 2016; Steiner *et al.*, 2011). PAP1, which contains a DNA-binding SAP domain, was first reported as a chloroplast nucleoid-localized transcription factor in the PEP complex that mediates DNA/RNA binding (Yagi *et al.*, 2012). PAP4 (FSD2) and PAP9 (FSD3) are two superoxide dismutases found in the PEP complex, which may form a heteromeric protein complex scavenging against oxidative stress to protect the PEP complex during early chloroplast development (Myouga *et al.*, 2008). Furthermore, some regulatory proteins of PAPs can fine-tune the transcription of PEP-mediated genes. PAP6 (FLN1) and its paralogous protein FLN2, two pfkB-type carbohydrate kinase family members, are involved in the regulation of PEP-dependent gene transcription in chloroplasts (Arsova *et al.*, 2010, Gilkerson *et al.*, 2012). FLN1 can interact with DELAYED GREENING 238 (DG238), which is involved in regulating chloroplast development and PEP-dependent gene expression (Wang *et al.*, 2016*b*). PAP10 (TRXz), encoding a thioredoxin family protein, has been confirmed to physically interact with PAP6 and FLN2 and regulate PEP activity, possibly via redox regulation of targeted proteins (e.g. PAP6 and FLN2) during chloroplast biogenesis (Arsova *et al.*, 2010; Wimmelbacher and Börnke, 2014). Moreover, proteins such as PAP3 (pTAC10), PAP5 (pTAC12), PAP8 (pTAC6), and PAP12 (pTAC7) with unknown functions have been suggested to be involved in PEP-mediated plastid gene expression and to promote chloroplast development (Chang *et al*., 2017; Kindgren and Strand, 2015; Pfalz *et al.*, 2006). Although there has been rapid progress in the understanding of the PEP complex in Arabidopsis, studies concerning the transcription process in chloroplasts, and especially the functions of PEP the complex, are notably limited in important crops such as rice. In particular, WSL3, a homologous protein of Arabidopsis PAP1, has been identified to be essential for early chloroplast development in rice (Wang *et al.*, 2016*a*). Thus, it is of great significance to unravel the precise functions of proteins in the PEP complex in rice, as it will contribute to better understanding of chloroplast biogenesis and the highly efficient photosynthesis system in rice.

Here, we identified a novel PAP (WLP2) in rice by a map-based cloning strategy. *wlp2* mutants exhibited albino lethality with elevated reactive oxygen species (ROS) production at high temperatures. Transcription levels of PEP-mediated genes during chloroplast biogenesis were significantly decreased, implying that WLP2 is involved in the regulation of PEP-mediated gene transcription and the heat stress response during chloroplast development in rice.

## Materials and methods

### Plant materials and growth conditions

*wlp2*s and *wlp2w* mutants were identified from an ethyl methanesulfonate (EMS)-induced population derived from *japonica* rice cv. Zhonghua11. An F_2_ population derived from the cross between *wlp2s* and *indica* cv. Nanjing11 was used for gene mapping. All plants were grown in the Hangzhou paddy fields during summer. The wild-type and mutant plants were also grown in a growth chamber (12/12 h light/dark; light intensity 300 μmol m^–2^ s^–1^) at a constant temperature of either 32, 28, or 22 °C.

### Chlorophyll content, transmission electron microscopy, photosynthetic rate, and chlorophyll fluorescence analysis

Leaf chlorophyll content was determined according to the method described by Wu *et al.* (2007). Chloroplast structures in the third leaf of both mutants and wild-type plants were examined using transmission electron microscopy (TEM) as described elsewhere (Inada *et al.*, 1998) with minor modifications. Samples were viewed with a Hitachi H-7650 transmission electron microscope. The LI-6400 portable photosynthetic system (LI-COR Biosciences) was used to detect the net photosynthetic rate in leaves. Chlorophyll fluorescence analyses were performed with a PAM-2000 portable chlorophyll fluorometer (Walz).

### Mapping and cloning of *WLP*2

To fine map the *WLP2* locus, 2348 individuals with the mutant phenotype were selected from the F_2_ population, and 16 new simple sequence repeat, InDel markers were developed (see Supplementary Table S1 at JXB online). The full-length coding region of the candidate gene of *WLP2* was isolated from cv. Zhonghua11 by PCR (Supplementary Table S1), subcloned into the binary vector pCAMBIA1305-GFP under the control of the rice *Ubiqutin1* promoter, and then introduced into the two mutants through *Agrobacterium*-mediated transformation.

### RNA extraction, qRT-PCR, and RNA-seq analysis

Total RNA was extracted using Trizol reagent (Invitrogen) following the manufacturer’s procedures. First-strand cDNA was reverse-transcribed by using oligo(dT) as primer. The transcription of selected genes was assessed using quantitative real-time PCR (qRT-PCR) and choosing the rice *ubiquitin* gene (GenBank accession number AF184280) as internal reference (primers are listed in Supplementary Table S1). RNA-sequencing (RNA-seq) analysis was performed on an Illumina Hiseq2000/2500 (LC Sciences) following the vendor’s recommended protocol and single end sequencing was performed on an Illumina Hiseq2500 instrument (LC Sciences). Significantly differentially expressed genes were identified, considering a *P*-value ≤0.05 and a log_2_ fold-change (log_2__FC) ≥1 as significant. Functional analysis of these genes was carried out by using the Gene Ontology (GO) analysis tool (http://www.geneontology.org/). The RNA-seq data have been submitted to the Gene Expression Omnibus (GEO) database (accession number GSE98885).

### Histochemical analysis

GUS histochemical assays were performed as described previously (Hull and Devic, 1995). The formation of hydrogen peroxide was detected by 3,3ʹ-diaminobenzidine (DAB) staining as described previously (Thordal-Christensen *et al.*, 1997). To detect superoxide anion radicals, rice leaves were exposed to nitroblue tetrazolium (NBT) staining as described previously (Thordal-Christensen *et al.*, 1997). For the 2ʹ,7ʹ-dichlorofluorescein diacetate (H_2_DCFDA) experiment, the protocol was adapted from Leshem *et al.* (2006). Chlorophyll autofluorescence and oxidized H_2_DCFDA were visualized using an Olympus FV300 confocal microscope.

### Subcellular localization of WLP2

The coding sequence of *WLP2* and six truncated sequences of *WLP2* were amplified by PCR. The PCR products were cloned into the pAN580-GFP vector and then transformed into rice protoplasts according to the protocols described previously by Zhang *et al.* (2011).

### Yeast two-hybrid and bimolecular fluorescence complementation assays

The coding region of OsTRXz was cloned into the bait vector pGBKT7, while WLP2 and OsFLN2 were cloned into the prey vector pGADT7. A yeast two-hybrid assay was performed following the manufacturer’s instructions (Clontech). Full-length OsTRXz, OsFLN2, and WLP2 were amplified by PCR and inserted into the binary vectors pSPYCE and pSPYNE (Waadt *et al.*, 2008). For enhanced yellow fluorescent protein visualization, the excitation wavelength was 488 nm and emission was captured at a wavelength of 527 nm. The primers used for vector construction are described in Supplementary Table S1.

### *In vitro* pull-down assay and western blots

WLP2, OsFLN2, and OsTRXz were inserted into the pFast-bac1, pET28a, and pGEX4T-1 vectors to generate the plasmids His-WLP2, His-OsFLN2, and GST-OsTRXz, respectively (primer sequences are listed in Supplementary Table S1). Proteins including fusions and empty tags were expressed in *Escherichia coli* BL21 cells and then purified. GST or GST-OsTRXz coupled beads were used to capture His-WLP2 or His-OsFLN2. The pull-down analyses were performed as described by Zhang *et al.* (2015).

For immunoblot analyses, total proteins were isolated from the leaves of wild-type, *wlp2s*, *wlp2w*, and OE-16 seedlings. The proteins were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis, transferred to polyvinylidene difluoride membranes, immunoblotted with corresponding antibodies, and detected using High-sig ECL Western Blotting Substrate (Tanon).

## Results

### *wlp2* mutants exhibit white leaf and panicle phenotypes under high-temperature conditions

The two mutants (*wlp2s* and *wlp2w*) displaying white leaf and panicle phenotypes were derived from EMS-treated *japonica* rice cv. Zhonghua11. An allelism test showed that the white leaf and panicle phenotypes of the mutants *wlp2s* and *wlp2w* were caused by the same single-gene mutation (Supplementary Fig. S1). Seedlings of the *wlp2s* mutant presented a mild albino leaf phenotype at 22 °C, and a striking albino feature was observed at 28 °C. The *wlp2w* seedlings displayed an almost completely normal green leaf phenotype at 22 °C, but showed obvious albino characteristics at 28 °C. The seedlings of both mutants were absolutely white and gradually died at 32 °C (Fig. 1A–C). Both mutants showed white-striped leaves and white young panicles at the heading stage under natural high-temperature field conditions; however, the abnormal phenotype of *wlp2s* was more severe (Fig. 1D–F; Supplementary Fig. S2). Besides the differences in leaves and panicles, values of the major agronomic traits (e.g. 1000-grain weights, seed setting rates, and yields per plant) of the two mutants were significantly lower than those of wild-type plants under high-temperature field conditions (Fig. 1G–L; Supplementary Table S2). These results demonstrated that *wlp2* mutants show more severe abnormal phenotypes under high-temperature conditions, which may lead to lower biological yield.

**Fig. 1.**
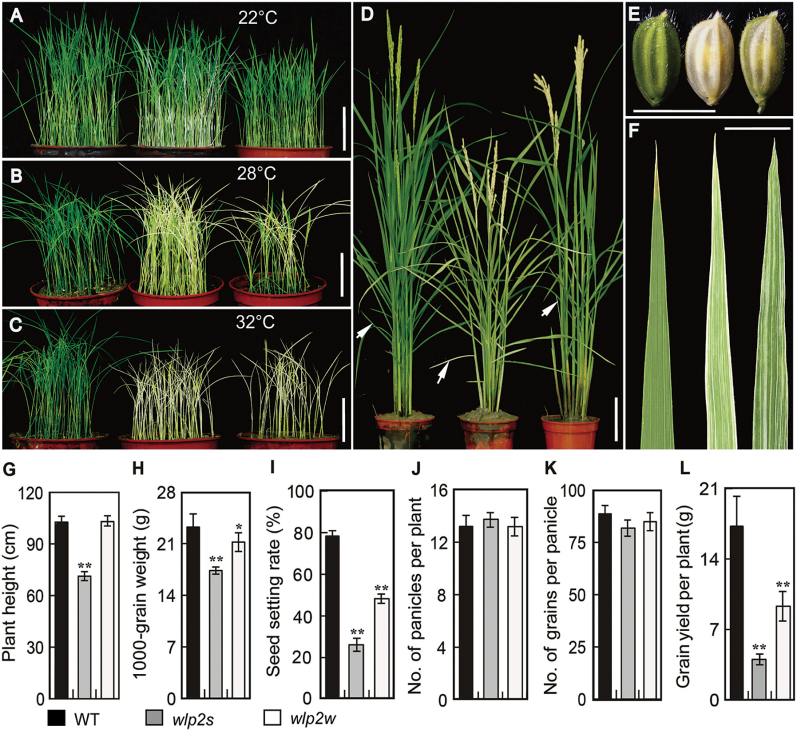
Phenotypic characterization of the *wlp2* mutants. (A–D) Three-week-old seedlings of wild-type (WT), *wlp2s*, and *wlp2w* (from left to right) grown at 22 °C (A), 28 °C (B), and 32 °C (C),. Bars=5 cm. (D) WT*, wlp2s*, and *wlp2w* plants (from left to right) at the heading stage grown in a paddy field in the summer of 2013 (mean temperature at the heading stage ~34.5 ºC). Bar=10 cm. (E) Spikelets and (F) basal leaves (white arrows in D) of WT, *wlp2s*, and *wlp2w*. Bars=0.5 cm. (G–L) Plant height (G), weight of 1000 grains (H), seed setting rate (I), number of panicles per plant (J), number of grains per panicle (K), and grain yield per plant (L) of WT, *wlp2s*, and *wlp2w*. Data in G–L are shown as means±SD from five individual replicates. Asterisks indicate statistical significance between WT and mutants, as determined by Student’s *t*-test: *P<0.05, **P<0.01.

### *wlp2* mutants present decreased chlorophyll accumulation, abnormal chloroplast development, and attenuated photosynthetic efficiency

Normal chloroplast biogenesis is important for plant growth, thus several closely related parameters were evaluated in wild-type plants and the two mutants. Evaluation of chlorophyll content in seedlings and young panicles showed a substantial deficiency in Chl *a*, Chl *b*, and total chlorophyll accumulation in both mutants compared with wild-type plants at 28 °C and 32 °C, however, only *wlp2s* displayed significantly lower chlorophyll accumulation at 22 °C, which was consistent with the albino phenotype observed at that temperature (Fig. 2A; Supplementary Fig. S3A, B). The chlorophyll content of young panicles in *wlp2s* and *wlp2w* was also significantly lower under natural high-temperature conditions (Fig. 2B). Moreover, analysis of the rates of chlorophyll biosynthesis at 28 °C after cultivation in continuous dark for 7 d revealed that the recovery rates of chlorophyll accumulation were slower in both mutants compared with wild-type (Fig. 2C).

**Fig. 2.**
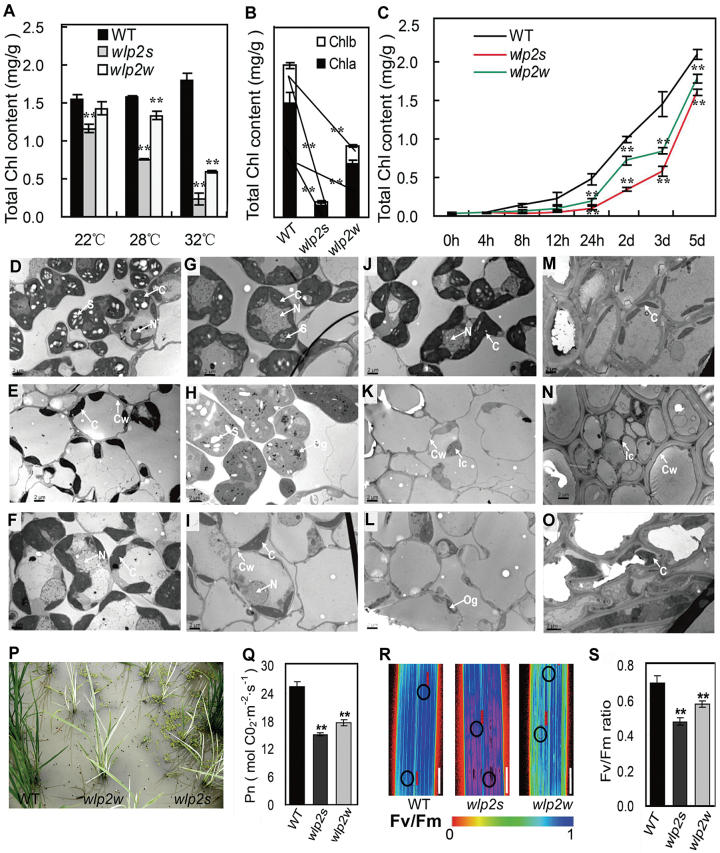
Chlorophyll content, chloroplast ultrastructure and efficiency of photosynthesis of wild-type (WT) and *wlp2* plants. (A, B) Chlorophyll content in the leaves at the four-leaf stage (A) and in young panicles at the heading stage (B). (C) Chlorophyll accumulation rates at 28 °C after cultivation in continuous dark for 7 d. (D–L) Chloroplast ultrastructures in cells of the third leaf of WT (D, G, J), *wlp2s* (E, H, K) and *wlp2w* (F, I, L) at 22 °C (D–F), 28 °C (G–I), and 32 °C (J–L). (M–O) Chloroplast ultrastructures in cells of young panicles of WT (M), *wlp2s* (N) and *wlp2w* (O) grown in field conditions (summer of 2013). C, chloroplast; N, nucleus, Og, osmiophilic plastoglobuli; Ic, immature chloroplast; S, starch granule; Cw, cell wall. (P) Phenotype of the samples used to measure photosynthetic parameters at the tillering stage. (Q) Net photosynthetic rates (Pn) of leaves of WT, *wlp2s* and *wlp2w*. (R) Color representation images of maximum photochemical efficiency (*Fv/Fm*). The color scale at the bottom of the image depicts *Fv/Fm* values; black circles represent sampling points in the leaves. Bars=1 cm. (S) *Fv/Fm* values recorded in leaves. Data in A–C, Q, and S are shown as means±SD from three individual replicates. Asterisks indicate statistical significance between WT and mutants, as determined by Student’s *t*-test: *P<0.05, **P<0.01.

Chloroplast ultrastructures were observed in third leaves of seedlings and young panicle shells. At 22 °C, we observed well-developed chloroplasts, with dense and well-structured grana lamella stacks in both wild-type and *wlp2w*, whereas fewer and smaller chloroplasts with abnormal grana lamella stacks were observed in *wlp2s* (Fig. 2D–F; Supplementary Fig. S3C–E). Under the 28 °C and 32 °C conditions, compared with wild-type plants, some mesophyll cells in both mutants presented much fewer and smaller undeveloped chloroplasts with disorganized lamellar structures and many osmiophilic plastoglobuli in young leaves (Fig. 2G–L; Supplementary Fig. S3F–K). Nonetheless, the *wlp2w* mutant also presented some chloroplasts with well-developed lamellar structures at 28 °C (Fig. 2I; Supplementary Fig. S3H). Compared with the wild-type, cells in young panicle shells of both mutants scarcely had well-developed chloroplasts, most notably in *wlp2s* under natural high-temperature conditions (Fig. 2M–O; Supplementary Fig. S3L–N).

The photosynthetic capacity of the mutants and wild-type plants grown under natural paddy conditions was also examined. This showed that net photosynthetic rate was significantly compromised in both two mutants (Fig. 2P, Q). The maximum photochemical efficiency values of PSI and PSII in both mutants were also notably decreased compared with wild-type (Fig. 2R, S). Both *wlp2* mutants emitted attenuated red chlorophyll autofluorescence compared with wild-type (Supplementary Fig. S4). These observations indicated that *wlp2* mutants suffer from defects affecting photosynthesis.

### Map-based cloning of *WLP2*

The leaves and young panicles in F_1_ hybrids between *wlp2s* and either cv. Nanjing11 or cv. Peiai64 were similar to those of wild-type plants, and the segregation behavior in each of the two derived F_2_ populations was consistent with the Mendelian monogenic ratio of three wild-type to one albino phenotype (Supplementary Table S3). Linkage analysis fixed the location of the *WLP2* locus to a 3.3 cM interval on chromosome 1 (Fig. 3A). Based on 2348 albino plants selected from the F_2_ population derived from *wlp2s* and cv. Nanjing11, the location of *WLP2* was narrowed down to a 206.5 kb physical region (Fig. 3B). Within this region, 35 open reading frames (ORFs) were predicted (Fig. 3C). Genomic sequence analysis revealed that only the 21st ORF (LOC_Os01g63220) carried a single nucleotide transition (G→A) at position 674 bp from the ATG start codon in *wlp2s* (Fig. 3D). This entire region was also sequenced in the *wlp2w* mutant, and likewise, only ORF21 showed a nucleotide substitution (C→T) at position 580 bp from the ATG start codon in *wlp2w* (Fig. 3D). Thus, ORF21 is the candidate gene for *WLP2*.

**Fig. 3.**
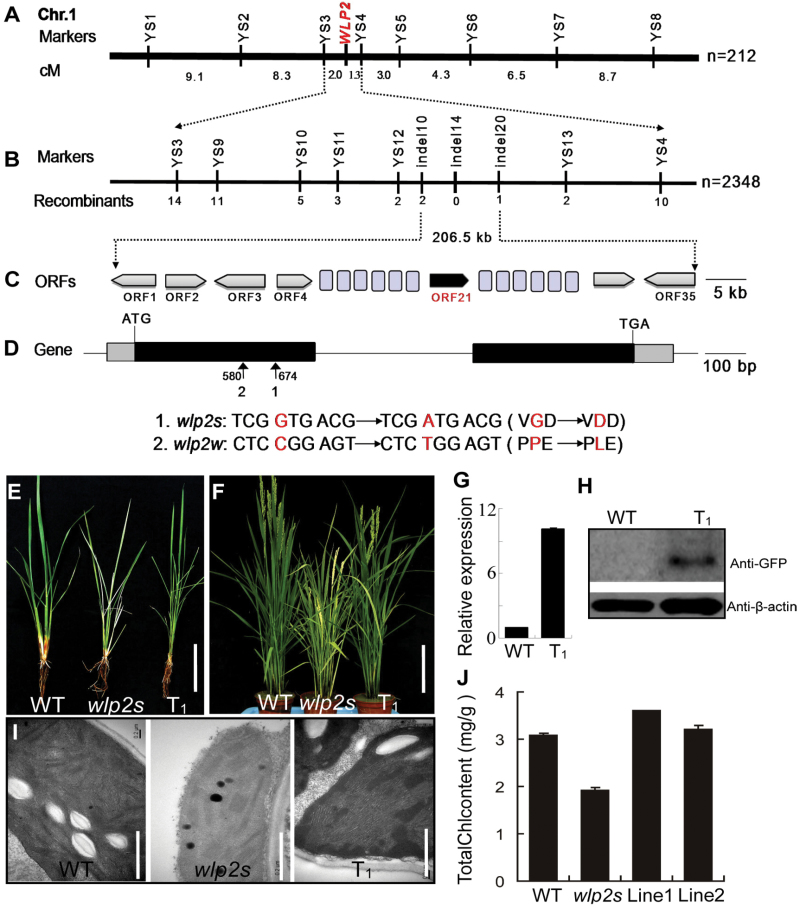
Map-based cloning of the *WLP2* gene. (A) Location of the *WLP2* locus in a 3.3 cM interval on chromosome 1. (B) The location of *WLP2* was narrowed to a 206.5 kb region. (C) Prediction of 35 putative ORFs in the 206.5 kb genomic region. (D) Gene structure of the *WLP2* (ORF21). Black boxes represent exons; the lines between them represent introns. (E, F) Phenotype of wild-type (WT), *wlp2s*, and T_1_ plants of transgenic *wlp2s* expressing *WLP2* at the seedling (E) and heading (F) stages. Bar=5 cm in E and 20 cm in F. (G, H) qRT-PCR of *WLP2* (G) and western blot analysis using GFP antibody to the WLP2-GFP fusion protein (H). (I, J) Chloroplast ultrastructures (I) and chlorophyll content of WT, *wlp2s*, and two T_1_ plants (J). Bar=5 μm in I. Data in G and J are shown as means±SD from three individual replicates.

To verify the identity of *WLP2*, the plasmid *Ubi:WLP2::GFP*, containing the wild-type *WLP2* cDNA region, was transformed into *wlp2s* and *wlp2w*. As expected, leaves and young panicles of transgenic positive plants displayed a normal phenotype in natural high-temperature conditions (Fig. 3E–H; Supplementary Fig. S5A–C). The chlorophyll content and chloroplast ultrastructure of the transgenic lines also showed normal levels (Fig. 3I, J; Supplementary Fig. S5D). Thus, ORF21 (LOC_Os01g63220) indisputably corresponds to *WLP2.*

Phylogenetic analysis revealed that *WLP2* was highly homologous with Arabidopsis *FLN1*, which encodes a putative pfkB-type carbohydrate kinase family protein fructokinase-like 1. WLP2 (OsFLN1) has a large number of homologous proteins among other higher plants, especially monocotyledons (Supplementary Fig. S6). The mutation loci of *wlp2s* and *wlp2w* occurred within the pfkB domain (Supplementary Fig. S7). Three-dimensional structures of the WLP2 protein in wild-type and the two mutants were predicted; the results indicated that the mutations in *wlp2s* and *wlp2w* introduced a structural change consisting of a variant α-helix region, suggesting that it may disturb the protein function (Supplementary Fig. S8).

### *WLP2* is mainly expressed in leaves and its protein localizes in chloroplasts

Rice leaf morphological development is divided into P_0_ (leaf founder) to P_6_ (mature leaf) stages; this six-stage schema is consistent with chloroplast biogenesis (van Campen *et al.*, 2016). The expression profile of *WLP2* in various tissues of 3-week-old seedlings was investigated by qRT-PCR. The results showed that *WLP2* is expressed in all leaves, with higher levels of expression in younger leaves such as L4, which corresponds to the P_4_ stage of leaf development (Fig. 4A, B). The expression pattern of *WLP2* during the flowering stage was also investigated and the result showed that *WLP2* is constitutively expressed in the examined tissues, with higher levels in leaves, young panicles, and leaf sheaths (Fig. 4C). The expression profile was also investigated by transforming rice with the *GUS* reporter gene driven by the *WLP2* promoter. Histochemical analysis of transgenic plants showed that GUS activity accumulated more in leaves, young panicles, and leaf sheaths, consistent with the qRT-PCR findings (Fig. 4D–I). Wild-type seedlings were grown under continuous darkness and subsequently exposed to light. The expression of *WLP2* was strongly induced after 4 h of illumination and peaked after 12 h of illumination. It then gradually decreased over time and returned to the low basal level (Fig. 4J). These observations indicate that *WLP2* likely plays a role in the light regulation of chloroplast development.

**Fig. 4.**
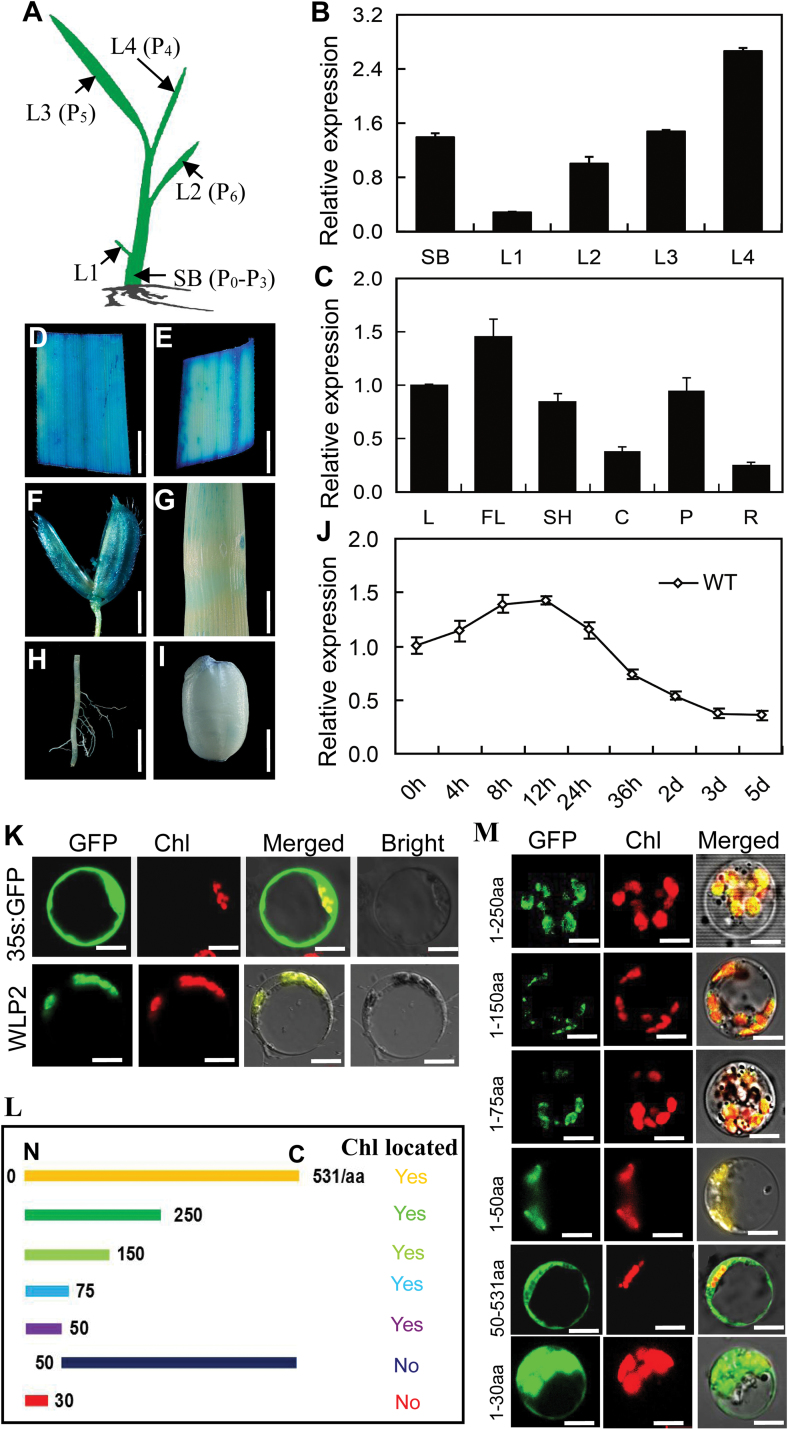
Expression pattern of *WLP2* and the subcellular localization of WLP2 protein. (A) Schematic illustration of young seedling tissues at the four-leaf stage. L1–L4 indicate the first to the fourth leaves; SB indicates the shoot base, corresponding to the P_0_–P_3_ stages of leaf development. (B) Expression pattern of *WPL2* in wild-type plants at the four-leaf stage. (C) Tissue-specific expression of *WLP2* at the heading stage in wild-type plants. RNA was isolated from basal leaves (L), flag leaves (FL), leaf sheaths (SH), culms (C), young panicles (P), and roots (R). (D–I) GUS expression in flag leaf (D), leaf sheath (E), young panicle (F), culm (G), root (H), and developing grain (I) driven by the *WLP2* promoter. Bars=5 mm in D, E, G, and H; bars=2 mm in F and I. (J) *WLP2* expression pattern in wild-type seedlings grown in continuous darkness for 7 d and subsequently exposed to light for 0, 4, 8, 12, 24, and 36 h, and 2, 3, and 5 d. Data in B, C, and J are shown as means±SD from three individual replicates. (K) GFP signal in tissues transformed with the empty GFP vector and WLP2-GFP fusion protein. Bars=5 μm. (L) Schematic diagram of the transient expression constructs containing different truncated versions of WLP2 protein. (M) GFP signals from the transient expression plasmids shown in L. The full WLP2 protein contains 531 amino acids (aa). Bars=5 μm.

To identify the subcellular localization of WLP2 protein, a transient expression system was constructed by delivering the *35S:WLP2::GFP* construct into rice protoplasts. The results showed that the GFP signal was localized in chloroplasts (Fig. 4K). To estimate the WLP2 chloroplast-targeting signal region, six further transient expression genetic constructs containing different amino acid fragments of WLP2 were also transformed into rice protoplasts (Fig. 4L). The GFP signals of all fusion plasmids with different lengths of WLP2, even WLP2^1–50aa^, showed the typical chloroplast localization pattern, except for WLP2^1–30aa^ and WLP2^50–531aa^, which displayed a similar signal pattern to that of the *35S:GFP* control plastid (Fig. 4M). These results imply that the N-terminal 50 amino acids are both necessary and sufficient for WLP2 to be targeted to the chloroplast.

### Expression levels of chloroplast-associated genes are affected in the two mutants

Transcript levels of chloroplast-associated genes were investigated in seedlings of the two mutants grown at 28 °C. Expression levels of PEP-dependent photosynthesis genes, such as *psaA*, *psbA*, *rbcL*, and *rbcS,* were significantly decreased in both *wlp2s* and *wlp2w* compared with the wild-type (Fig. 5A). In contrast, the NEP-dependent genes, including the subunit RNA polymerase genes (*rpoA*, *rpoC1*, and *rpoTp*), were significantly increased in both two mutants (Fig. 5B). Expression levels of other genes associated with chlorophyll biosynthesis (*CAO1*, *YGL1*), chloroplast development (*V1*, *V2*), and photosynthesis (*Oscab1R*, *Oscab2R*) were also down-regulated in the two mutants (Fig. 5C).

**Fig. 5.**
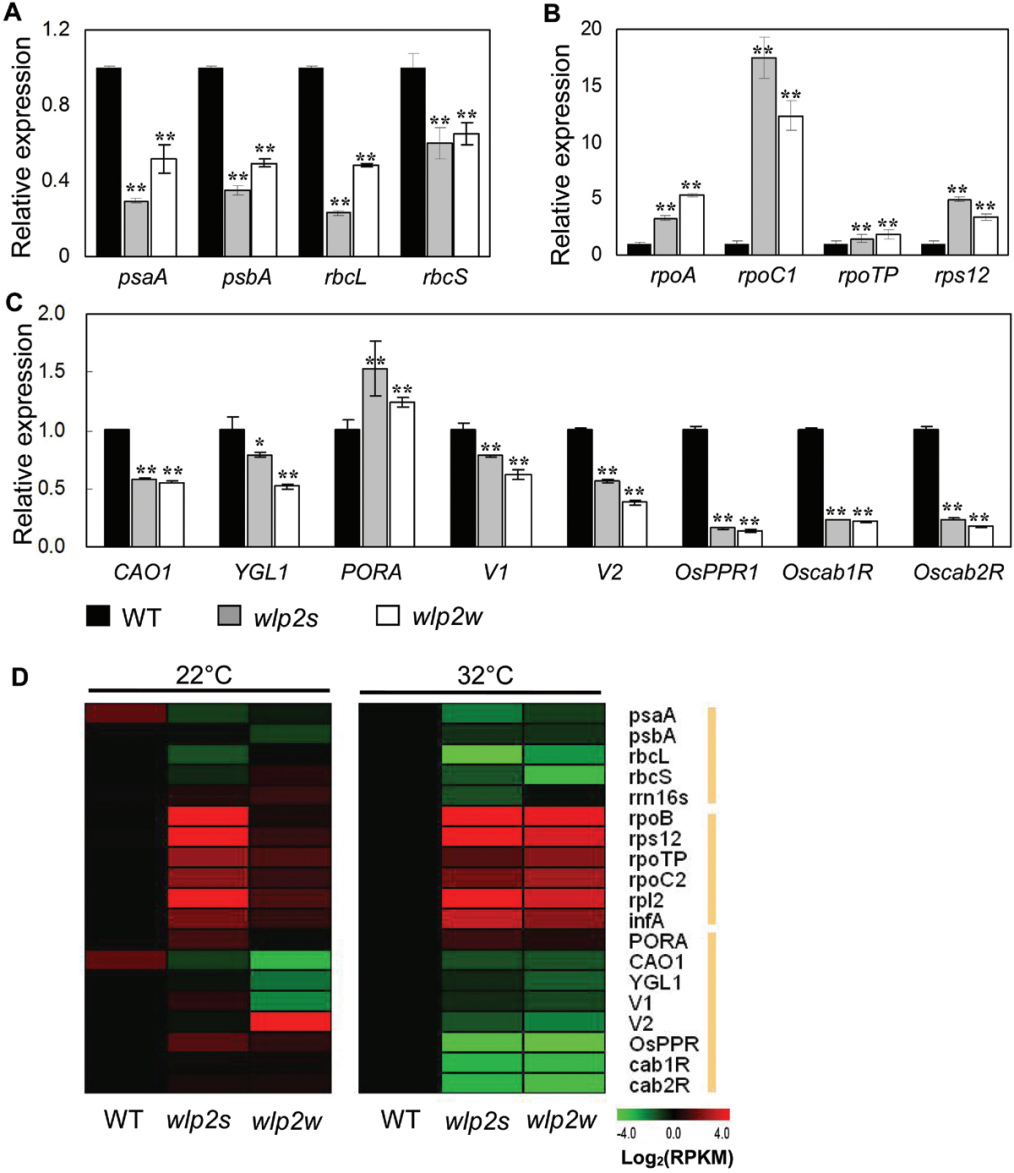
Transcriptional changes of chloroplast-associated genes in *wlp2* mutants. (A–C) Expression levels of PEP-dependent genes (A), NEP-dependent genes (B) and photosynthesis-associated genes (C) in 3-week-old seedlings of wild-type (WT), *wlp2s*, and *wlp2w* grown at 28 °C. (D) Heat map of gene expression in plants grown at 22 °C and 32 °C; the gene expression of WT plants represents a relative standard (Log_2_(RPKM)=0) at 32 °C. Data are shown as means±SD from three individual replicates.

The expression levels of the abovementioned genes were also investigated in plants grown under 22 °C and 32 °C conditions. A heat map illustrating gene transcription levels (Fig. 5D) shows that the trends of differences in gene expression levels between wild-type and the two mutants were similar to those observed under 28 °C conditions, and that the genes were up- or down-regulated more strongly at 32 °C than at 22 °C. These findings suggest that abnormal expression of these chloroplast-associated genes may be responsible for the albino phenotype of *wlp2s* and *wlp2w*, especially under high-temperature conditions.

### WLP2 and its paralog OsFLN2 interact with OsTRXz

The interactions between WLP2 (OsFLN1), OsFLN2, and OsTRXz were examined by yeast two-hybrid and bimolecular fluorescence complementation assays *in vivo* and a pull-down assay *in vitro*. The results showed that WLP2 and its paralog OsFLN2 can interact with OsTRXz (Fig. 6A–C). However, WLP2 and OsFLN2 cannot interact with each other (Fig. 6A). Furthermore, OsTRXz can interact with both WLP2S and WLP2W (Fig. 6A). These results suggest that there is also a TRX-FLN interaction module for the regulation of PEP activity in rice similar to that described in Arabidopsis.

**Fig. 6.**
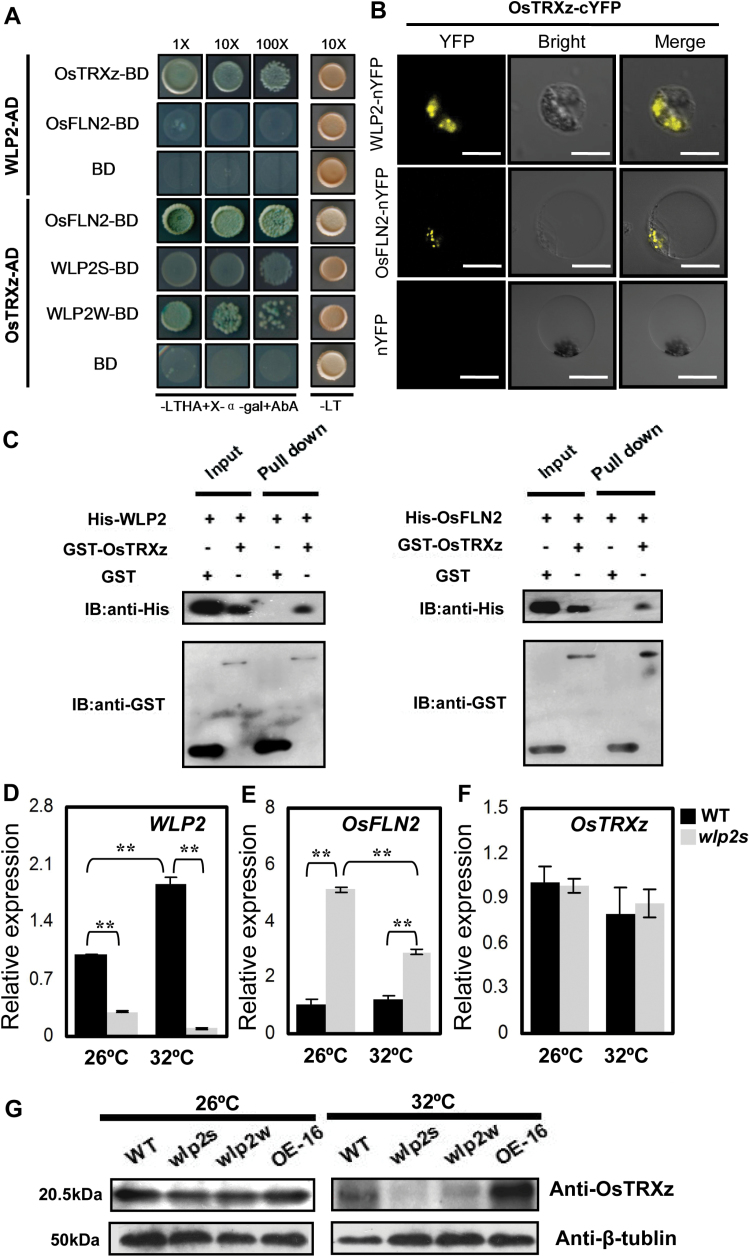
WLP2, OsFLN2, and OsTRXz form a TRX-FLN regulatory module in the PEP complex. (A) Interaction of WLP2, OsTRXz, and OsFLN2 in a yeast two-hybrid assay. Yeast transformants were spotted on to control medium (SD/-Leu/-Trp [-LT]) and selective medium (SD/-Leu/-Trp/-His/-Ade [-LTHA] plus X-α-gal and Aureobasidin A [AbA]). (B) A bimolecular fluorescence complementation assay showed that OsTRXz can interact with WLP2 and OsFLN2 in rice protoplast cells. Bars=5 μm. (C) *In vitro* pull-down assay of WLP2, OsFLN2, and OsTRXz. The fusion proteins of WLP2 and OsFLN2 with a His tag (His-WLP2, His-OsFLN2) and OsTRXz with a GST tag (GST-OsTRXz) were detected by anti-His antibody and anti-GST antibody, respectively. (D–F) Levels of mRNA of *WLP2* (D), *OsFLN2* (E), and *OsTRXz* (F) under normal (26 °C) or high (32 °C) temperature conditions. (G) Immunoblot analyses of OsTRXz in wild-type (WT), *wlp2* mutants, and *WLP2* overexpression line 16 (OE-16) in seedlings at the third-leaf stage maintained at 26 °C and 32 °C.

To further explore the relationship between OsFLN1 and OsFLN2 in the function of the TRX-FLN regulatory complex, expression levels of *WLP2*, *OsFLN2*, and *OsTRXz* were examined in *wlp2s* and wild-type plants grown under different temperature conditions. Under both normal (26 °C) and high-temperature (32 °C) conditions, the mRNA level of *WLP2* was lower and the level of *OsFLN2* was higher in *wlp2s* compared with wild-type (Fig. 6D, E), indicating that these genes may have complementary functions in the TRX-FLN complex. Although the levels of *OsTRXz* mRNA did not dramatically change in either condition (Fig. 6F), the level of OsTRXz protein was obviously attenuated in *wlp2* mutants under heat stress (32 °C) (Fig. 6G). However, no significant differences in protein levels were found among the wild-type plants, the two mutants, and the overexpression (OE) line (OE-16) at normal temperature (Fig. 6G). These results further validate that WLP2 maintains the stability of OsTRXz and the function of the TRX-FLN complex under heat stress.

### *wlp2* mutants show heat-stress-induced death with elevated ROS accumulation

The *wlp2* mutants showed spontaneous heat-stress-dependent death when grown under the 32 °C condition (Fig. 7A). Production of O_2_^–^ and H_2_O_2_ in 3-week-old leaves was detected using NBT and DAB staining, respectively. More densely shadowed coloration over the surface of *wlp2s* leaves suggested that they accumulated more O_2_^–^ and H_2_O_2_ than the wild-type and OE lines (Fig. 7B). The leaves of two mutants, the wild-type and an OE line were also incubated in the presence of the general oxidative stress fluorescent probe H_2_DCFDA to assess the redox balance and ROS accumulation. Microscopic detection of the oxidized fluorescent form of the probe molecule revealed ROS-generating foci in both mutants, but not in the wild-type or the OE line. Moreover, the fluorescent signal of ROS was mainly located in the chloroplasts (Fig. 7C; Supplementary Fig. S9A), suggesting that the redox balance in chloroplasts of *wlp2* mutants was broken under the heat-stress condition. Furthermore, we also found excess ROS production in *wlp2s* suffering heat stress under natural field conditions (Supplementary Fig. S9B).

**Fig. 7.**
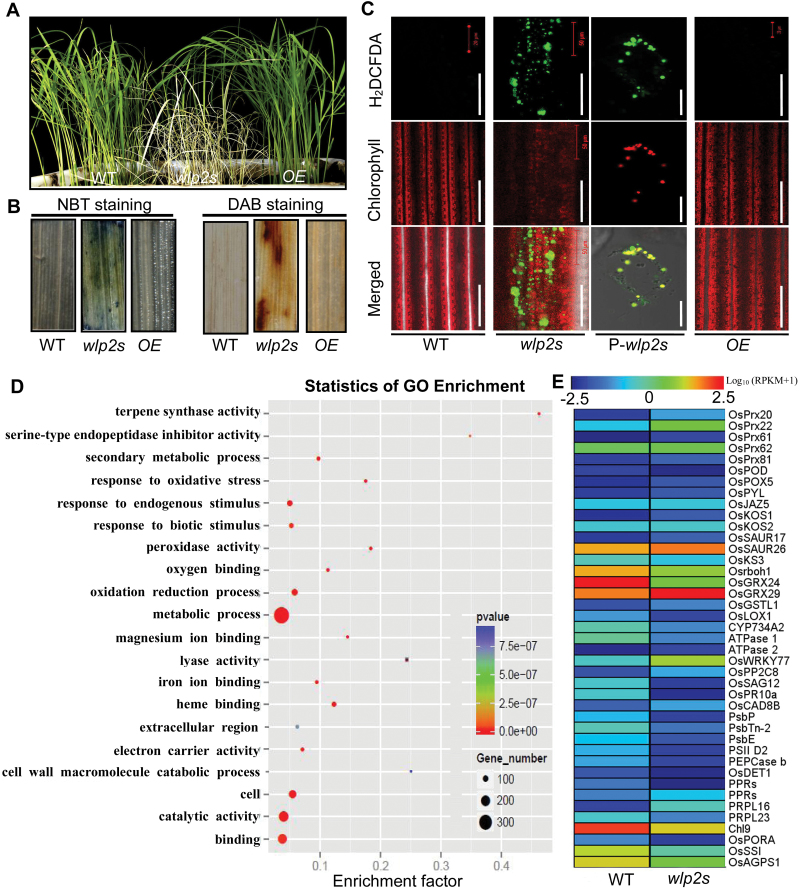
The *wlp2* mutants showed heat-stress-induced death with elevated ROS accumulation. (A) Phenotype of wild-type (WT) and *wlp2s* plants at the four-leaf stage grown under heat stress (32 °C). (B) NBT and DAB staining in blades of 2-week-old seedlings in WT, *wlp2s*, and a *WLP2* overexpression line (OE) grown at 32 °C. (C) Microscopic analysis of leaves of 2-week-old seedlings of WT, *wlp2s*, and *WLP2* OE lines, and protoplast cells of *wlp2s* (P-*wlp2s*), incubated with H_2_DCFDA at 32 °C. Green staining represents oxidized H_2_DCFDA and red represents chlorophyll. H_2_DCFDA foci co-localize with chloroplasts in P-*wlp2s*. Bars=50 μm in WT, *wlp2s*, OE; bar=2 μm in P-*wlp2s*. (D, E) RNA-seq analysis of *wlp2s* and WT grown under the heat stress (32 °C) condition. (D) GO enrichment analysis of differentially expressed genes (DEGs) between *wlp2s* and WT (*P*≤0.05). (E) Expression heat map of selected DEGs.

To test whether the elevated ROS levels can give rise to nuclear genetic reprogramming, enabling the plant to adapt to heat stress, RNA-seq analysis of *wlp2s* and wild-type plants grown under the 32 °C condition was performed. 

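RNA-seq of leaves from the 32 °C condition is represented by 1 library of wild-type cv. Zhonghua11 and 1 library of the mutant, so no difference between them has a replicate check and none is given a p-value of its own. The authors' deposited expression table lists estimated read counts and RPKM (reads scaled to transcript length and library depth) for 36450 transcript models, with descriptions worded as those of Arabidopsis genes. Counts summed to 9080323 in wild-type and 9327778 in the mutant, and some are fractions because reads were divided between models or loci. The models of each locus were added up here, which gave 26715 loci. Levels were compared as the difference of log2(RPKM + 1), mutant minus wild-type, over the 18639 loci with an RPKM of at least 1 in at least 1 library. A difference of at least 1 in either direction is called past the size rule, a scale on which differences of weakly expressed genes are understated. Folds are ratios of counts scaled to library depth with exact 95% binomial intervals, which cover counting error only. At 7274 of the 18639 loci the count was not a whole number in both libraries (tolerance 0.001), and values of such loci depend on how reads were divided. Families of genes were described by the percentile of their median among 10000 random lists of the same size, matched on mean expression.
*WLP2* (LOC_Os01g63220) was at 6.61 RPKM in wild-type and at 9.10 RPKM in the mutant library, 1.38-fold higher (interval 1.09 to 1.74). The mutation in *wlp2s* is a single-base change, so the level of the transcript does not identify the genotype. The paper's qRT-PCR found *WLP2* mRNA lower in *wlp2s* (Fig. 6D), the other way round. The deposited count and RPKM columns name the mutant wlp2s, the sample titles name no allele, and unused columns of the authors' comparison head the mutant wlp1 and the wild-type ZH11. The mutant library is called the library labelled *wlp2s*.
In the authors' deposited comparison of both libraries, the P values run in ascending order down a table that is sorted by ratio, and all of the 864 rows marked significant have a wild-type count of 0. The adjusted values (FDR) follow the rows, and they equal the Benjamini-Hochberg adjustment of the P column. In 654 rows the FDR is smaller than the P beside it, which this adjustment cannot give. Each P was therefore put back to its row through the FDR and a rebuilt conditional negative binomial test whose dispersion depends only on the mean. The rebuilt P values differed from the deposited ones of the same rank by at most 2.73%.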

Compared with wild-type, a total of 874 differentially expressed genes were identified in *wlp2s*, including 530 transcripts that were up-regulated and 344 transcripts that were down-regulated relative to wild-type. 

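The library labelled *wlp2s* held more transcripts at higher than at lower levels relative to wild-type, and most loci did not reach the size rule. Among annotated loci with an RPKM of at least 10, the 10 largest gains include PR-1-type secreted proteins, terpenoid cyclases and serine protease inhibitors. The 10 largest losses include a sugar transferase, a hydroxyproline-rich glycoprotein, a peroxidase and a PYK10-binding protein.
In the authors' deposited table, with each P on its own row, 530 transcript models of 474 loci were higher and 334 models of 278 loci were lower at a P of at most 0.05 and a log2 fold change of at least 1 in size. Of these 864 models, 29 were at 0 in wild-type, 30 were at 0 in the library labelled *wlp2s*, and 257 had an FDR of at most 0.05. By size alone, 333 loci were higher and 189 were lower, and 97.2% of the loci examined did not pass the size rule. Counting error alone put 42 loci higher and 61 lower in simulated libraries of the same depth. With P put back to its row, 274 of the 333 higher loci and 148 of the 189 lower loci were also called in the same direction.
LOC_Os07g03730, a PR-1-type CAP family protein with divided reads, was at 3.43 RPKM in wild-type and 40.8 RPKM in the library labelled *wlp2s*, 12.0-fold higher (8.29 to 18.1). The *azelaic acid induced 1* homolog LOC_Os03g01300, also with divided reads, was 6.12-fold higher (5.31 to 7.08) and reached 187 RPKM. The terpenoid cyclases LOC_Os02g36140 and LOC_Os04g09900 were at 1.31 and 3.18 RPKM in wild-type and at 11.2 and 22.2 RPKM in the library labelled *wlp2s*. The protease inhibitor genes LOC_Os03g52390 and LOC_Os01g42860 were at 7 and 9 counts in wild-type and at 51 and 58 counts in the library labelled *wlp2s*. LOC_Os10g41330, annotated as ethylene responsive element binding factor 5, was 5.74-fold higher (4.31 to 7.76).
LOC_Os07g23120, annotated as a nucleotide-diphospho-sugar transferase, was at 71.4 RPKM in wild-type and 1.11 RPKM in the library labelled *wlp2s*, 64.7-fold lower (35.9 to 130). The hydroxyproline-rich glycoprotein gene LOC_Os03g56930 was at 15.3 and 0.244 RPKM, and its 3.17 counts in the second library leave the ratio uncertain (66.1-fold lower, 22.3 to 323). LOC_Os03g28160, annotated as PYK10-binding protein 1, was 17.3-fold lower (7.11 to 54.5). The lipid-transfer protein gene LOC_Os04g52260, with divided reads, was 3.90-fold lower (3.60 to 4.23) from 311 RPKM.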

Based on GO analysis, these genes were classified into different biological processes or molecular functions (Fig. 7D; Supplementary Fig. S9C). 

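Among the GO terms of Fig. 7D, narrow classes had the largest shares of differentially expressed transcripts. Terpene synthases, protease inhibitors and enzymes that degrade cell wall polymers stood at the top. Most of their called members were higher in the library labelled *wlp2s*, but total reads of loci listed as terpene synthases by annotation were lower. Broad classes such as binding or catalytic activity had small shares.
The share of a GO term is the number of called models with the term over all models with it, with exact 95% binomial intervals. Among all 30413 models with any GO term, 762 were called, a share of 0.0251. Terpene synthase activity had 18 called of 39 models, a share of 0.462 (0.301 to 0.628), with 16 higher and 2 lower. These 18 models come from 11 loci, so they are not independent items. Such counts do not weigh the level of a transcript. Total reads of the terpene synthase list by annotation, another set than the GO term, were 0.663 of wild-type (0.649 to 0.676), with 77.4% in 1 locus. Those of the protease inhibitor list were 1.22-fold higher (1.14 to 1.30). Serine-type endopeptidase inhibitor activity had 8 of 23 (share 0.348), 6 of them higher. Cell wall macromolecule catabolic process had 8 of 32 (share 0.25), and each of the 8 was higher. Lyase activity (0.243) and magnesium ion binding (0.145) have 11 and 12 called loci, and all 11 terpene synthase loci are among them in both classes. Heme binding had 64 of 521 (share 0.123), with 44 higher and 20 lower, and oxygen binding had 34 of 301 (share 0.113). Secondary metabolic process had 45 of 463 (share 0.0972), with 27 higher and 18 lower. Response to biotic stimulus had 65 of 1235 (share 0.0526), and 54 of the 65 were higher. Response to endogenous stimulus had 85 of 1705 (share 0.0499). The shares of catalytic activity and binding were 0.0396 and 0.0377. Photosynthesis had 4 of 351 models (share 0.0114, interval 0.00311 to 0.0289, which includes the share of all annotated models), and 1 of the 4 was lower. Each of the 20 terms of Fig. 7D had a share above that of all annotated models. The paper shows these terms as enriched in this same comparison, so that outcome follows from their choice. The shares rest on calls from 1 library per genotype.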

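Transcripts of redox enzymes and of the oxidative stress response differed in both directions between the library labelled *wlp2s* and wild-type, with more of them higher. That excess is not particular to them, since 455 of all 762 annotated called models were higher. Class III peroxidases made up nearly all called loci of oxidative stress, and cytochrome P450 genes were frequent in oxidation-reduction. Under abiotic stimulus, an antenna protein and a chalcone synthase were lower, and a small heat shock protein was higher.
Response to oxidative stress had 27 called models of 154, a share of 0.175 (exact binomial interval 0.119 to 0.245), with 18 higher and 9 lower. The related peroxidase activity had 29 of 158, with 18 higher and 11 lower. Oxidation-reduction process had 99 of 1698, a share of 0.0583 (0.0476 to 0.0705), with 69 higher and 30 lower. Metabolic process had 329 of 9071, a share of 0.0363 (0.0325 to 0.0403), with 194 higher and 135 lower. Response to abiotic stimulus had 79 of 2641, a share of 0.0299 (0.0238 to 0.0371), with 48 higher and 31 lower, and that interval includes the share of all annotated models. Of the 23 called loci of oxidative stress, 22 belong to the class III peroxidases, and of the 83 called loci of oxidation-reduction, 22 belong to the class III peroxidases and 27 to the cytochrome P450 genes.
For oxidative stress, the peroxidases LOC_Os04g59210 and LOC_Os06g33090 were 3.41-fold (2.53 to 4.64) and 3.67-fold higher (1.96 to 7.37), both with divided reads. For oxidation-reduction, the P450 71 family member LOC_Os02g36190 was at 3.41 RPKM in wild-type and 24.6 RPKM in the library labelled *wlp2s*, with divided reads. The P450 93 family member LOC_Os06g01250 went the other way, with 239 counts in wild-type and 24 in the library labelled *wlp2s* (10.2-fold lower, 6.71 to 16.3). For metabolic process, the hydroxycinnamoyl transferase gene LOC_Os04g56910 was 6.68-fold higher (4.21 to 11.1). For abiotic stimulus, the photosystem II antenna gene LOC_Os04g38410 was at 364 RPKM in wild-type and 145 RPKM in the library labelled *wlp2s*. The chalcone and stilbene synthase family gene LOC_Os11g32650 was 5.04-fold lower (4.04 to 6.34), and the HSP20-like gene LOC_Os03g15960 was 2.32-fold higher (1.51 to 3.66), both with divided reads.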

Interestingly, many genes associated with the GO terms metabolic process, oxidative stress, oxidation-reduction process, and abiotic stimulus were found to be up- or down-regulated in *wlp2s* (Fig. 7D, E). For example, the expression levels of the stress-associated genes *OsPrx20*, *OsPrx22*, *OsPrx62*, *OsPOD, OsPOX5*, and *OsLOX1*, NADPH oxidase and glutaredoxin genes *Osrboh1*, *OsGRX24*, and *OsGRX29*, and many photosynthesis, chloroplast development, chlorophyll synthesis, or plastid starch metabolism genes, such as *PsbP*, *PsbE*, *PSII-D2*, *PRPs*, *Chl9*, *OsSSI*, and *OsAGPS1*, were all dramatically changed in *wlp2s* compared with wild-type (Fig. 7E). Furthermore, mRNA levels of genes encoding ascorbate peroxidase and glutaredoxin (two major scavenger enzymes in the ROS degradation pathway) were mostly up-regulated as indicated by qRT-PCR (Supplementary Fig. S9D).

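Class III peroxidases had members that were higher and members that were lower in the library labelled *wlp2s*. Among lipoxygenases 1 locus was lower, and 2 that appear to share reads were higher. An NADPH oxidase gene and genes of starch synthesis were lower. None of the listed loci of nuclear-encoded plastid ribosomal proteins, or of photosystem subunits apart from antenna proteins, passed the size rule.
The files give locus IDs and do not pair them with the symbols of Fig. 7E, so the families are reported by annotation. Among 50 class III peroxidase loci past the filter, 11 were higher and 5 lower by the size rule. Their median difference was 0.48 (log2), above all of the random lists, but it was -0.0475 over the loci with whole-number counts. LOC_Os01g73200 was at 14.6 RPKM in wild-type and 65.9 RPKM in the library labelled *wlp2s*, and LOC_Os01g19020 was at 11.3 and 0.604 RPKM, both with divided reads. Among 10 lipoxygenase loci (median 0.30, percentile 99.9, but 0.0518 without a filter, and total reads 0.976 of wild-type with an interval that includes equal levels), LOC_Os02g10120 was 5.81-fold lower (5.13 to 6.61), and LOC_Os08g39850 and LOC_Os08g39840 were 2.52-fold (2.20 to 2.89) and 2.51-fold higher (2.18 to 2.91), again with divided reads. The fractional counts of LOC_Os08g39850 and LOC_Os08g39840 add up to whole numbers in both libraries. These loci therefore appear to share reads and are not separate results. Of 4 respiratory burst oxidase loci, LOC_Os01g25820 passed the size rule and was 2.86-fold lower (2.26 to 3.63). Of 18 glutaredoxin loci (median 0.16, percentile 97.05, inside the central 95% of random lists, and 0.00189 with an RPKM of at least 5), 2 were higher by the size rule, and LOC_Os01g27140 was at 12 counts in wild-type and 38 in the library labelled *wlp2s*.
For photosynthesis, 0 of 42 loci of nuclear photosystem subunits passed the size rule (median 0.04, percentile 73.1). The PsbP family gene LOC_Os12g37710, with divided reads, was 1.54-fold higher (1.30 to 1.82). It was named as the member farthest from 0 with an RPKM of at least 5, and annotation does not show whether it is the paper's *PsbP*. Plastid-encoded genes could be followed only through nuclear loci of similar sequence that share reads. The loci annotated as PsbE had at most 6.08 counts in either library, so a difference was not detectable at this depth. The PSII-D2 loci LOC_Os02g24634, LOC_Os04g16872 and LOC_Os10g41689 had differences of -0.09, -0.05 and -0.07. Light-harvesting proteins had a median of -0.11 over 21 loci (percentile 2.44), with 3 higher and 1 lower, and the wording of the list before it was adapted to the annotation gave 0.11. Their median was -0.34 with whole-number counts and -0.23 with models, and their total reads were 0.832 of wild-type (0.827 to 0.838). The 3 higher loci have divided reads and are annotated only as chlorophyll A-B binding family proteins, which does not show whether they are antenna proteins. The lower locus, LOC_Os04g38410, is annotated as a photosystem II antenna subunit and has whole-number counts.
Among 8 nuclear-encoded plastid ribosomal protein loci, 0 passed the size rule and 0 were called with P put back to its row. The median of the 8 was 0.44 (percentile 99.99), and 6 had differences above 0. LOC_Os03g63950 was the farthest, 1.95-fold higher (1.81 to 2.11). A high percentile is not particular to this family. Cytosolic ribosomal proteins had a median of 0.09 over 92 loci (percentile 99.94), and 19 of the 39 lists lay outside the central 95% of random lists. For chlorophyll synthesis, the median over 15 loci was -0.01 (percentile 43.7). The magnesium chelatase loci LOC_Os03g20700, LOC_Os03g36540 and LOC_Os07g46310 had differences of 0.03, -0.11 and 0.03. Of the loci annotated as protochlorophyllide oxidoreductase A, LOC_Os04g58200 was at 36 counts in wild-type and 3 in the library labelled *wlp2s*. LOC_Os10g35370, with far more reads (1843.5 and 1412 counts, divided reads), was 1.34-fold lower (1.25 to 1.44) and was not called. Starch synthesis had a median of -0.42 over 15 loci, below all of the random lists, and -0.23 with the original wording of the list and -0.34 with whole-number counts. The ADP-glucose-type starch synthase gene LOC_Os06g06560 was 4.82-fold lower (4.10 to 5.68), and LOC_Os09g12660, annotated as ADP glucose pyrophosphorylase 1, was at 8.56 RPKM in wild-type and 0.883 RPKM in the library labelled *wlp2s*, with divided reads.
In its model (Fig. 8), the paper proposes that raised ROS can bring about a reprogramming of nuclear genes with which the plant adapts to heat stress.

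**Figure D1:**
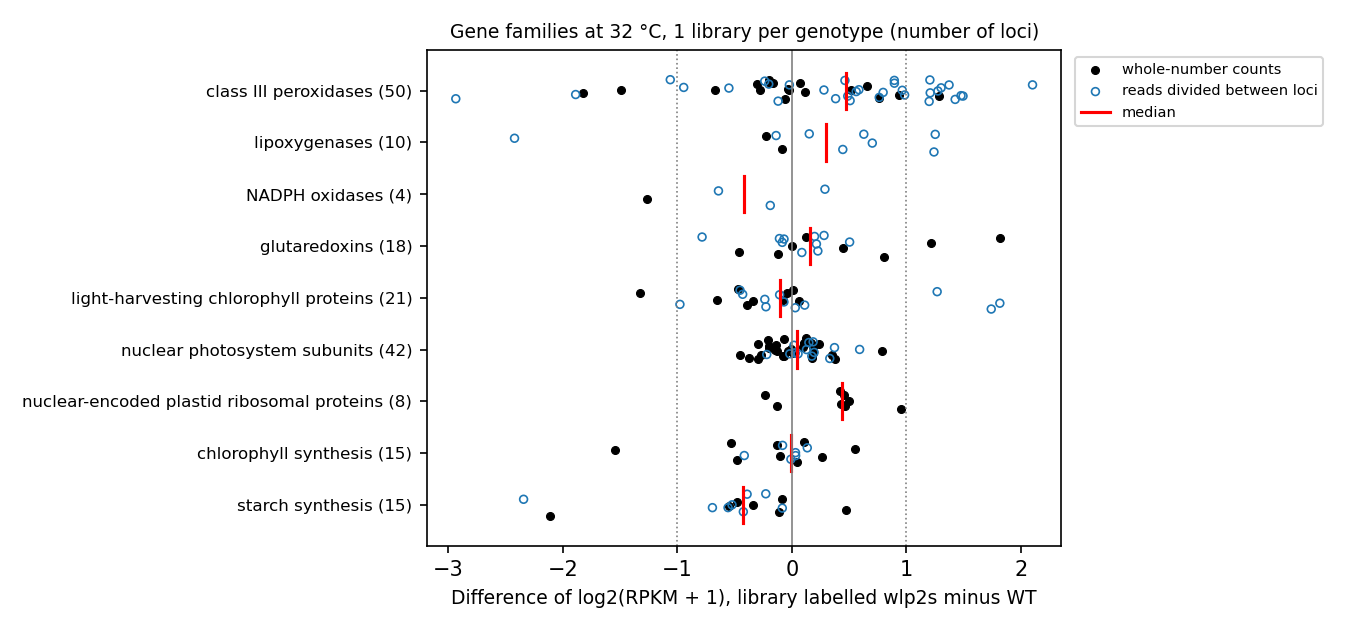
Difference of log2(RPKM + 1), library labelled *wlp2s* minus wild-type, at 32 °C for the loci of 9 gene families (1 point per locus, filled for whole-number counts, open for divided reads, red bar for the median, dotted lines at -1 and 1). Class III peroxidase points reach from -2.94 to 2.10, and all 42 nuclear photosystem points lie between the dotted lines.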

## Discussion

### *WLP2* is involved in the regulation of PEP-mediated transcription during chloroplast biogenesis

Many leaf-color mutants show abnormal phenotypes in response to temperature changes (Kusumi *et al.*, 2011; Wang *et al.*, 2016*c*). Here, the two allelic mutants *wlp2s* and *wlp2w* exhibited albino leaves and did not survive at high temperatures (Fig. 1). Furthermore, chlorophyll accumulation, chloroplast structure, photosynthetic efficiency, and major agronomic characteristics of both mutants were greatly impaired under natural high-temperature conditions (Fig. 2; Supplementary Table S2). However, the mutants showed no obvious leaf color changes under cold or excess-light stress conditions (Supplementary Fig. S10). These results indicate that *wlp2s* and *wlp2w* are two typical high-temperature-sensitive rice mutants with abnormal chloroplast biogenesis and disordered agronomic characteristics.

The PEP-mediated chloroplast transcriptional machinery is indispensable to the maintenance of highly efficient photosynthesis, which is essential for the plant’s growth (Demarsy *et al.*, 2006; Kusumi and Iba, 2014). In Arabidopsis, many PAP mutants associated with this transcriptional machinery have been identified, such as *pap1*, *pap2*, *pap3*, *pap5*, *pap6*, and *pap10*, in which the transcription levels of NEP-mediated genes were elevated and transcription levels of PEP-mediated genes were decreased (Arsova *et al.*, 2010; Gilkerson *et al.*, 2012; Pfalz *et al.*, 2006). Here, we identified a novel PEP-associated protein, WLP2, which is a homolog of AtFLN1 (PAP6) in Arabidopsis (Fig. 3; Supplementary Fig. S7). *WLP2* is highly expressed at the P_4_ stage, which corresponds to the activation of the photosynthetic apparatus (Fig. 4A, B). Furthermore, the two mutants of *WLP2* presented elevated expression of NEP-mediated genes and reduced expression of the photosynthesis-associated genes transcribed by PEP (Fig. 5). Accordingly, as a novel rice PAP of the PEP complex, *WLP2* plays an essential role in chloroplast development and photosynthesis in rice (Fig. 8).

**Fig. 8.**
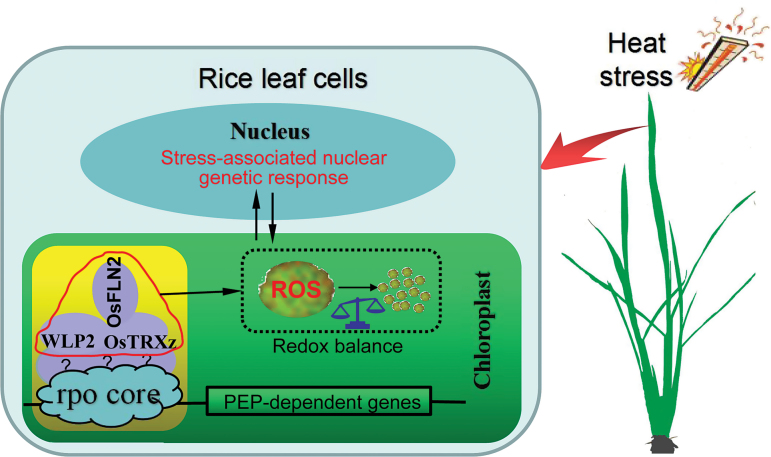
Schematic illustration of the function of TRX-FLN in the regulation of redox balance and transcription of PEP-dependent genes. TRX-FLN regulates the expression of PEP-encoded genes, further impacting on chloroplast development; it may also act upon redox balance through affecting ROS activities under heat stress. Furthermore, elevated ROS can give rise to nuclear genetic reprogramming, enabling the plant to adapt to particular heat stress. The yellow box represents the PEP complex; the red circled complex represents the TRX-FLN regulatory module; the black dotted box indicates the redox balance in chloroplasts; and the rpo core represents subunits of the PEP complex.

### A TRX-FLN regulatory module mediates PEP activity and chloroplast redox balance under heat stress

PEP is the dominating RNA polymerase in mature chloroplasts, and the mechanism of regulation of its activity is complicated and elusive (Kremnev and Strand, 2014; Pfalz *et al.*, 2006). In Arabidopsis, thioredoxin Z (TRXz) and its two target proteins FLN1 and FLN2 can form a complex that regulates PEP activity during PEP-dependent transcription. The *trxz* mutant displays a severe albino phenotype. The *fln1* mutant results in an albino phenotype, *fln2* plants display chlorosis but can revert to green color as they continue to grow, and *fln1 fln2* double mutants have a similar but more severe phenotype than either single mutant (Arsova *et al.*, 2010; Gilkerson *et al.*, 2012; Wimmelbacher and Börnke, 2014), indicating that FLN1 may play a more important role than FLN2 and that it is indispensable in the FLN functions of the regulatory complex. Our findings show that although WLP2 cannot interact with OsFLN2 (FLN) in rice, both WLP2 and OsFLN2 can interact with OsTRXz (TRX) (Fig. 6), suggesting that they can also form a TRX-FLN regulatory module for the regulation of PEP activity, similar to that described in Arabidopsis (Fig. 8). Furthermore, the level of *OsFLN2* mRNA increases, with a decrease of *OsFLN1* expression, in *wlp2s* at normal temperatures, whereas this compensation is significantly attenuated under heat stress (Fig. 6D, E). These findings suggest that the transcription levels of *OsFLN1* and *OsFLN2* maintain a relative dynamic balance in regulating PEP activity; OsFLN1 plays the major FLN function in the TRX-FLN complex, especially under heat stress, and OsFLN2 may partially replace the function of OsFLN1 at normal but not high temperatures, which explains the more abnormal phenotypes observed in *wlp2* mutants under heat stress.

Plastid thioredoxins are involved in protecting plastids against oxidative damage by regulating the redox balance (Bohrer *et al.*, 2012; Collin *et al.*, 2003; Montrichard *et al.*, 2009). So far, few plastid thioredoxin family proteins have been identified in rice. OsTRXm is involved in the regulation of activity of a target peroxiredoxin (Prx) through the reduction of Cys disulfide bridges. *OsTrxm* RNAi plants showed pale green leaves with increasing ROS production (Chi *et al.*, 2008). OsTRXz interacts with OsCHL1, which encodes a Mg-chelatase I subunit, to become involved in chlorophyll synthesis (Zhang *et al.*, 2015). Recently, Sun *et al.* (2017) found that OsTRXz can interact with TSV, a putative plastidic oxidoreductase, to protect chloroplast development under cold stress, and that knockdown of OsTRXz also caused albino death in rice. Here, we found that OsTRXz can interact with WLP2 and its paralog OsFLN2 to form a TRX-FLN module (Fig 6A–C). The mutants of *WLP2* show heat-stress-induced albino lethality and elevated ROS production in chloroplasts (Fig. 7A), implying an impaired redox balance in chloroplasts. Furthermore, WLP2 can maintain OsTRXz stability and TRX-FLN function to protect the chloroplast from heat stress (Fig. 6D–G), which is similar to the function of TSV under cold stress (Sun *et al.*, 2017). However, extensive study is still necessary in order to exploit the process by which the TRX-FLN module guides the redox balance in chloroplasts, especially under heat stress.

### Potential advantages of utilizing *wlp2w* as an early selective marker for enhancing seed purity and mechanical production of hybrid rice

Male sterility (MS) lines are an important germplasm resource for hybrid breeding systems. In this study, we found that *wlp2w* showed albino lethality under high-temperature conditions, but no discernible differences in the main agronomic traits were observed at normal temperature (Supplementary Fig. S1; Supplementary Table S1). Thus, we anticipated that the albino phenotype of the *wlp2w* mutant could be used as an early marker for enhancing seed purity and the mechanized production of hybrid rice. Through continuous backcrossing, self-pollination, and molecular-marker-assisted selection, the *wlp2w* mutant gene has been imported into the MS line Yu01s (BC_2_F_2_). During the production of the Yu01s^*wlp2w*^ line by self-pollination, or production of hybrid seeds by cross-pollination, we could easily eliminate false MS seedlings to enhance MS or hybrid seed purity (Supplementary Fig. S11A). Furthermore, the purity of commercial F_1_ hybrid seeds derived from the cross MS Yu01s^*wlp2w*^ and the restorer line can be easily assessed before they are sold to farmers (Supplementary Fig. S11B). In addition, achieving mechanical production of hybrid rice seeds is challenging. In an experiment addressing this issue, we attempted to transfer the *wlp2w* mutant gene into restorer lines and to sow the mixed parent seeds (the normal green sterile and restorer lines) in proper proportions, transplant, cross-pollinate, and harvest them using a machine. When the hybrid seeds were germinated and grown in a rice nursery factory at a constant temperature of 32 °C, all the non-hybrid seeds from self-pollination of restorer lines were albino lethal, whereas the true hybrid seeds grew normally (Supplementary Fig. S11C, D). Using this strategy, a whole-course automated production of hybrid seeds could be developed in the future.

## Supplementary data

Supplementary data are available at *JXB* online.

Fig. S1. Allelism test for the abnormal phenotypes of *wlp2s* and *wlp2w* by hybridization.

Fig. S2. Phenotypes of wild-type and *wlp2* plants at the heading stage during different years.

Fig. S3. Chlorophyll content and chloroplast ultrastructure of wild-type and *wlp2* mutant plants.

Fig. S4. Chlorophyll autofluorescence analysis of wild-type and *wlp2* mutant plants.

Fig. S5. Phenotypes of wild-type, *wlp2w*, and transgenic positive T_1_ plants.

Fig. S6. Phylogenetic tree of WLP2 proteins.

Fig. S7. Alignment of amino acid sequences of WLP2 homologous proteins from higher plants.

Fig. S8. Predicted 3D protein structures of WLP2 protein between wild-type and the two *wlp2* mutants.

Fig. S9. ROS production induced by heat stress and RNA-seq analysis in *wlp2* mutants.

Fig. S10. The responses of *wlp2s* and wild-type plants to other abiotic stresses.

Fig. S11. Potential use of *wlp2w* as an early selective marker for enhancing seed purity and automated production of hybrid rice.

Table S1. Primer sequences used in this study.

Table S2. Main agronomic traits of wild-type, *wlp2s*, and *wlp2w* plants grown at the Hangzhou paddy field in 2014 and 2015.

Table S3. Genetic analysis of the *wlp2s* mutant gene.

## Supplementary Material

supplementary_Figs_S1_S11_Tables_S1_S3

How the deposited data were processed for this re-analysis (not part of the article)

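Leaf RNA of wild-type cv. Zhonghua11 and of the mutant, from seedlings at a constant 32 °C, was sequenced with 1 library per genotype. The submitters' processing notes name TopHat, Cufflinks and Cuffdiff, without versions and without the role of each. The counting tool, the genome build and the annotation release are not named there.

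The authors deposited an expression table with estimated counts per transcript model and library, which are not normalized and in part fractions. The authors' RPKM values stand beside them, each a count divided by the model's length and by a single depth factor per library. The authors deposited a second table that compares both libraries with a log2 fold change, a P-value and an FDR. The log2 values the authors deposited are ratios of counts rounded to whole numbers, less the median log2 ratio of 0.02, and the largest departure from this rule was 5.33e-15. The second table also repeats values per library in 4 columns, where the mutant is headed wlp1 and the wild-type ZH11, and these columns were not used. Whether wlp1 is another name for *wlp2s* was not settled from the labels.

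Depth was 9080323 counts in wild-type and 9327778 counts in the mutant, with a count above 0 at 25222 and 25429 loci. The 50 loci with the most counts held 19.9% and 19.8% of them. An exact 95% binomial interval accompanies each fold, and a level of 0 is set against a floor of 3 counts. Intervals and floors cover counting error only, since each genotype has 1 library. The reads carry no molecular identifiers, so repeated copies of a molecule cannot be told apart.

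Transcript models of a locus were summed. The difference of log2(RPKM + 1) was taken as mutant minus wild-type, over loci with an RPKM of at least 1 in at least 1 library, and a difference of at least 1 in size was counted. With 1 library per genotype there is no estimate of the spread within a genotype, so no test of the genotypes was made. The 41 gene lists were written before the data were examined, and their search words were then adapted to the wording of the annotation before any value of a list was seen. A list with at least 5 loci past the filter was given the percentile of its median among 10000 random lists drawn from 20 bins of mean expression (seed 1), and 39 lists had enough loci.

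The design asked for a count of models with a P of at most 0.05 and a log2 fold change of at least 1 in size. The P column as deposited is sorted apart from its rows. P was read from the FDR for models with an FDR under 1 that no other model shared, which gave 514 models with a solved dispersion, from 0.0174 to 0.0804. A dispersion predicted from its neighbours in mean count differed from the solved value by at most 0.80%. The exact conditional negative binomial test with interpolated dispersion then ranked the other models, and the deposited P values were assigned in that order. The calls come from the P values of the authors' deposited table as placed here, and the paper's own list of genes was not used. This reading was chosen after the data were seen and departs from a reading of the design row by row, which is kept as an alternative. GO shares are called models over all models with a term, as in the enrichment factor of Fig. 7D.

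Named genes were set by a rule written before the data were examined. They are the genes the paper names for this experiment, with *WLP2*, *OsFLN2*, *OsTRXz* and the genes of Fig. 5D, where an ID or annotation identifies them, the 10 loci with the largest difference each way among annotated loci with an RPKM of at least 10, and up to 4 members of each list with an RPKM of at least 5. Gene descriptions come from the deposited annotation and are Arabidopsis matches. Of the locus IDs, 0 were found in the reference table of gene symbols.

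Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used. The procedures were tested on simulated data with known changes. With counts drawn at the depth of both libraries, all of the 200 genes with a mean RPKM of at least 5 that were given a 3-fold change passed the size rule, as did 200 given a 4-fold change. In a simulated table of 11357 models, 100% of the models with a P of at most 0.05 were also given a P of at most 0.05 by the procedure. Whether each model received its own P value was not measured. That table was made with the same test and a dispersion that depends smoothly on the mean, so it cannot show which test the authors used. Alternatives to the pseudocount, filter, scaling, threshold and background were listed before the data were examined, and those to the unit of a gene, divided reads, list wording and members, and placing of P were added afterwards. Plastid-encoded genes have no rows of their own in the tables, and scaling without them was left out.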

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

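The test of total reads in all 4 defence lists together and the test of depth at photosystem genes were set before their results were seen, and every other test, with the choice of the lists and genes singled out here, was made after the result was seen.

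Several signals lie in genes that the paper does not discuss. Small heat shock proteins had a median log2 difference of 0.25 over 26 loci (percentile 99.85), but it nearly vanished to 0.05 with an RPKM of at least 5 and 0.01 with whole-number counts, and was 0.12 with a pseudocount of 5 and 0.16 without a filter. Enzymes of the phenylpropanoid pathway had 0.29 over 42 loci, above all random lists, and 0.11 without a filter or with the original wording, 0.16 with a pseudocount of 5 and 0.42 with whole-number counts. Nuclear loci that resemble plastid *ndh* and *atp* genes had a median of -0.57 over 15 loci, below all random lists (-0.39 without a filter), but these loci share reads and hold 12 different pairs of counts, so the percentile treats them as more independent than they are. The locus with the largest gain under the naming rule, LOC_Os07g03730 (PR-1-type), had a log2 difference of 3.24, and the locus with the largest loss, LOC_Os07g23120 (nucleotide-diphospho-sugar transferase), had -5.10.

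Medians of pathogenesis-related proteins, terpene synthases (with 7 loci annotated GA requiring 3 or ent-kaurenoic acid hydroxylase, which are not synthases and without which the median was 0.62), protease inhibitors and class III peroxidases were 0.72, 0.57, 0.64 and 0.48 in favour of the library labelled *wlp2s*, but 0.22, 0.05, 0.14 and 0.08 without a filter and 0.29, 0.20, 0.24 and 0.18 with a pseudocount of 5, and the original wording reversed terpene synthases to -0.72 and protease inhibitors to -0.16. Scaling is argued against as a cause by a lowest median of 0.46 under both other scalings, but few reads stay open, since the lowest median of 0.74 at an RPKM of at least 5 in at least 1 library comes from a filter that a locus can pass through the library where it is high. The test of divided reads that was set beforehand asked for total reads at least 1.2-fold higher in each of the 4 lists. It was not met, because the ratio was 0.663 in terpene synthases, and that outcome leaves divided reads open as a cause. After that ratio was seen, the test was split by list, with an exception for a list with most reads in 1 locus. Total reads were higher in pathogenesis-related proteins (1.87) and class III peroxidases (1.86), which argues against a mere shift of reads between their loci. The totals cannot exclude reads of a few risen genes spread over their copies, since that would raise the total as well. They decide nothing for protease inhibitors (1.22) or terpene synthases (0.663), where LOC_Os08g04500 holds 77.4% of the reads. Over loci with whole-number counts the lowest median of the first 3 lists was 0.39, which argues against divided reads, but that of class III peroxidases was -0.0475, so the number of higher peroxidase loci may come from reads of a few genes spread over their copies. The *WLP2* allele is untested as a cause, because 1 library per genotype cannot separate it from any other difference between the sampled plants.

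The paper describes *wlp2s* as albino at high temperature, yet *WLP2* and the nuclear photosystem subunits were not lower in the library labelled *wlp2s*. Counting error is argued against for *WLP2*, since the interval of its ratio starts at 1.09, and low depth is argued against for the photosystem subunits, since the interval reached below a ratio of 0.5 at 1 of 42 loci, and their median wild-type count was 773. A library that is not from a mutant plant stays open, because the spread between plants of the same genotype is not known and unused columns head the mutant wlp1, although 522 loci passed the size rule (103 by counting error alone). Loci that resemble PEP-transcribed genes go with the label (45 of 47 below 0, percentile 0.12, with shared reads). Starch synthesis was lower too (14 of 15 below 0). The paper's lower starch genes (Fig. 7E) come from this same comparison, so that outcome says nothing about the label. Loci that resemble *ndh* and *atp* were also lower (15 of 15 below 0). Of the loci that resemble NEP-transcribed genes, which the paper reports as higher, 10 of 13 were below 0 (median -0.28). That median was at percentile 2.965, above the lower bound of 2.5 for random lists, and it was -0.09 without a filter. All 13 loci have divided reads. The loci annotated as rpoA, which the filter left out, were above 0 (0.04 to 0.18), with at most 5.88 counts in either library. These plastid-like loci therefore do not decide whether the contrast of PEP and NEP genes is present. The stage of the sampled leaves and the mutation itself are biological explanations that were not tested.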

How the results depend on the processing

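The alternatives that change list wording or members, divided reads, unit of a gene or row of a P were chosen after seeing the data, and the rest were set before the data were examined.

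Both other scalings left the counts past the size rule and the medians of all gene lists close to the reported values. The share of higher loci was 64.3% and 60.9% under them, against 63.8%. The number of lists outside the central 95% of random lists was 19, and 14 to 19 under the alternatives.

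Loci higher by the size rule numbered 779 with a pseudocount of 0.1, 81 with a pseudocount of 5, 187 with an RPKM of at least 5, 38 with a log2 difference of at least 2, and 171 with whole-number counts. Loci lower numbered 497, 39, 82, 22 and 128 under these, so with whole-number counts the excess of higher loci was smaller. The stricter filter, threshold and whole-number rule examine fewer loci or ask for more, and a pseudocount sets how far low values can move.

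Models called higher numbered 166 with an FDR of at most 0.05 in place of P and 1076 with P read row by row. Models called lower numbered 91, and 0 with P or the significance mark read row by row. The sorted P column puts its 1488 values of at most 0.05 on rows that were called higher (1076) or that passed the fold threshold in neither direction.

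For class III peroxidases the median was 0.62 and 0.18 with pseudocounts of 0.1 and 5, 0.0769 without a filter, 0.93 with an RPKM of at least 5, 0.28 both with the original wording and with models, and -0.0475 with whole-number counts. For glutaredoxins it was 0.00189 with an RPKM of at least 5, 0.29 with whole-number counts and 0.0164 with models. For lipoxygenases it was 0.0518 without a filter and 0.42 with models. With whole-number counts, light-harvesting proteins had -0.34, nuclear photosystem subunits -0.0320, chlorophyll synthesis -0.11, starch synthesis -0.34 and cytochrome P450 -0.15. With the original wording, light-harvesting proteins had 0.11, nuclear photosystem subunits -0.0720, starch synthesis -0.23, terpene synthases -0.72, protease inhibitors -0.16 and histones -0.0140. With models, light-harvesting proteins had -0.23. For these list medians the cause was not tested.

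Medians near 0 also took the other sign while staying close to the reported value, in 2 comparisons of the lists at the named genes and in 11 of other lists. No named gene past the size rule changed direction under another pseudocount or scaling, but this outcome was fixed in advance. A pseudocount cannot change the sign of a difference. The scalings rest on a log2 factor of -0.0241 and a median log2 ratio of -0.00447, far below the size rule. No paired analysis was possible because each genotype has 1 library. Scaling without plastid-encoded genes was not run, since the tables list none. Depth limits the loci near the floor, such as the PsbE loci.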

Differences from the paper's values

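At the paper's thresholds, with P put back to its row, 530 models were higher, as in the paper, and 334 were lower, where the paper's value is 344. The total was 864, and the paper's is 874. No value read from Fig. 7D differed by more than 1.5 times from the share computed here over all models with its term. With only genes at an RPKM of at least 1 in at least 1 library as background, 3 terms differed: response to oxidative stress had 0.278 against about 0.18 in Fig. 7D, read by eye, peroxidase activity 0.30 against about 0.18 in Fig. 7D, read by eye, and cell 0.0757 against about 0.05 in Fig. 7D, read by eye. The placing of P was chosen after seeing the values.

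The remaining differences concern genes the paper lists as strongly changed. The paper names *PSII-D2* among them and shows it lower in *wlp2s* (Fig. 7E). The nuclear loci annotated as that protein were 1.06-fold, 1.04-fold and 1.05-fold lower, each with an interval that includes equal levels. None of them was called with P put back to its row. Plastid-encoded genes have no rows of their own, so these nuclear loci of similar sequence do not show whether the plastid gene changed. The paper names *Chl9*, a gene of chlorophyll synthesis, and shows it lower. The 3 magnesium chelatase loci did not pass the size rule, and the farthest was 1.08-fold lower (0.989 to 1.18). The paper names *PsbP* and shows it lower, and 0 of 42 nuclear photosystem loci passed the size rule, among them the PsbP family. *Osrboh1*, *OsLOX1*, *OsSSI* and *OsAGPS1* are shown lower in Fig. 7E, and annotation alone does not single out a locus for them. Of the loci annotated as respiratory burst oxidase homologue D, LOC_Os01g25820 differed by -1.27 (log2) and LOC_Os11g33120 by 0.29. Of those annotated as lipoxygenase 2, LOC_Os02g10120 differed by -2.42, and LOC_Os08g39850 and LOC_Os08g39840 by 1.25 and 1.24. For starch synthesis 14 of 15 loci were below 0, among them LOC_Os06g06560 at -2.11 and LOC_Os09g12660 at -2.34. For all of these genes the files do not show which locus the paper used.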

Other observations

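The tests of the P column in this part were chosen after the result was seen.

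The paper's qRT-PCR found *WLP2* lower and *OsFLN2* higher in *wlp2s* at 32 °C, with *OsTRXz* little changed (Fig. 6D to F). In the RNA-seq libraries the locus annotated as fructokinase-like 2, LOC_Os03g40550, was at 3.88 RPKM in wild-type and 4.31 RPKM in the library labelled *wlp2s* (1.11-fold higher, 0.810 to 1.53). The thioredoxin z locus LOC_Os08g29110 was at 159 and 187 counts (1.14-fold higher, 0.922 to 1.42).

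The paper reports that PEP-dependent genes were lower and NEP-dependent genes were higher in the mutants, more so at 32 °C (Fig. 5D). Nuclear loci that resemble PEP-transcribed plastid genes had a median log2 difference of -0.19 over 47 loci (percentile 0.12), with 45 of the 47 below 0 and a median of -0.08 with a pseudocount of 5. Of these loci 44 have divided reads and they hold 32 different pairs of counts. Loci annotated as psbA ranged from LOC_Os04g16770 at -0.01 to LOC_Os10g39880 at -0.09. All 5 loci annotated as rbcL were lower, from LOC_Os01g58020 at -0.20 to LOC_Os11g32770 at -0.83, and LOC_Os10g21268 was 1.28-fold lower (1.04 to 1.59). All 8 loci annotated as psaA or psaB were lower, by -0.14 to -0.19, each with an interval that includes equal levels, and the 3 loci annotated as pheophorbide a oxygenase family were lower, from LOC_Os10g41780 at -0.07 to LOC_Os03g05310 at -0.24. Of the loci that resemble NEP-transcribed genes, 13 passed the filter, with a median of -0.28 (percentile 2.96), or -0.09 without a filter. The 6 loci annotated as rpoA, which the filter left out, had differences from 0.04 to 0.18 with at most 5.88 counts in either library, so a difference was not detectable. The nuclear *rbcS* loci LOC_Os12g17600, LOC_Os12g19381, LOC_Os12g19470 and LOC_Os02g05830 had differences of -0.19, 0.14, 0.35 and 0.67.

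The paper reports by qRT-PCR that ascorbate peroxidase and glutaredoxin genes were mostly higher (Supplementary Fig. S9D). Of 10 ascorbate peroxidase loci 0 passed the size rule, and their median was -0.05 (percentile 25.1). The farthest was LOC_Os09g36750, 1.76-fold higher (1.19 to 2.63). Of 18 glutaredoxin loci, 12 had differences above 0.

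Jasmonate ZIM-domain proteins had a median of -0.42 over 10 loci, below all random lists, with -0.30 for models and -0.55 with whole-number counts. WRKY factors had 0.23 over 56 loci, above all random lists, and 0.13 without a filter. SAUR and Aux/IAA genes had 0.30 over 28 loci (percentile 99.96), and 0.12 without a filter, 0.18 with a pseudocount of 5, 0.21 with the original wording and 0.39 with whole-number counts. Large heat shock chaperones of the HSP70, HSP90 and HSP100 families had 0.01 over 25 loci (percentile 49.6), and -0.18 with whole-number counts, and reference genes had 0.01 over 29 loci (percentile 51.8).

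The P column and the significance mark of the authors' deposited table do not follow their rows. A column that belongs to its rows is argued against by the 654 rows with an FDR below their own P. A column sorted on its own is consistent with the rebuilt P, which differed from the deposited P of the same rank by at most 2.73%. Only 14 of the 864 models called with P in place carry the significance mark on their row.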
